A study of Homo sapiens with 72 samples.

How the data were processed

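The series holds 72 human sequencing libraries from a study of the RNA-binding protein G3BP1. The 24 libraries used here form 11 groups. Another 48 libraries, which carry an RNA-editing enzyme linked to G3BP1 or YBX1 or serve as their controls, are not analysed here. Total RNA was extracted with TRIzol, selected for poly-A tails and made into strand-preserving libraries, per the labels' protocols. Whether the gene counting used the strand is not stated, and neither are the aligner, the annotation and the genome build, so no coordinates are given.

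The values come from 11 tables of the authors' own comparisons, made with DESeq2 per the labels. Each table lists 61541 Ensembl gene IDs and 4 summary lines of the read counting (unmapped, multimapping, no feature and ambiguous reads). The summary lines had been tested by the authors along with the genes, and they were removed here from every count and test. The deposited base mean is a signal in normalised reads, averaged over the libraries of both groups of a table. The deposited fold changes are on the log2 scale, the group named first over the group named second, each with the authors' standard error. The deposited Wald statistic is a score, the fold change over its standard error. The deposited p-value comes from that statistic, and the adjusted p-value is the authors' own. The deposited fold changes had been shrunk toward 0 by a normal prior whose width, worked out here from the tables, ran from 0.278 to 2.06 on the log2 scale. Fold changes of different tables are therefore not on one scale of shrinkage.

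No values per library were used for a test between groups, so a fold change is given with the authors' standard error and not with a standard deviation. The RIP comparison rests on 3 libraries per group and each of the other 10 on 2 per group. Depth was read from the tables. Steps of single reads in the base means of low genes gave the size factor of each library. The largest size factor of a table exceeded the smallest by a factor of 1.09 to 2.10. Reads assigned to genes averaged 11.99 to 46.95 M (1e6) normalised reads per library. In the 10 tables of 2 groups of 2 libraries, every gene tried with a base mean from 20 to 100 had exactly 1 set of whole reads that gave its base mean. In 54103 of 54103 gene and table pairs the reads recovered for the same libraries were equal between tables. These reads were used to compare the libraries of a group and to check single genes. A count test was not run on them, since reads were searched for all genes only in this range, up to a base mean of 300 for called genes of 2 difference tests and above that for single genes, and the recovered reads carry no replicate numbers. The 2 libraries of each of 9 groups differed by more than the sampling of reads alone gives, with a mean squared standardised difference from 1.47 to 2.04 where sampling gives about 1, and each library was counted as a separate replicate.

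The comparisons, tests, gene lists, alternatives and the rule for naming genes were chosen before the data were examined, except where a later choice is stated. A gene was called at an adjusted p-value under 0.05. For 5 differences between tables, the difference of a gene's fold changes was divided by the square root of the summed squared standard errors, tested against a normal distribution, two-sided, and adjusted by the Benjamini-Hochberg method over genes with a base mean of at least 10 in both tables. Named genes were G3BP1 and G3BP2 in every table and the 3 highest and 3 lowest fold changes or differences among called genes with base means of at least 100. Both comparisons of rescued, arsenite-treated cells with untreated knockout cells are given as counts and lists. An arsenite list of 24 genes, an interferon list of 18 symbols naming 17 genes, a ribosomal protein list of 77 genes and, for RIP, a nuclear and mitochondrial list of 13 transcripts were set against 10000 random lists of the same size matched on base mean in 20 bins. The RIP-enriched list held genes with an adjusted p-value under 0.05 and a log2 fold change of at least 1. Shares of opposed genes carry 95% binomial confidence intervals (exact) and were set against 1000 matched random lists. Where comparisons shared control libraries, unchanged groups were simulated against the same controls. Genes are not independent replicates, so percentiles and intervals across genes describe these libraries only. Symbols came from a name table that held 61369 of the IDs, 42090 of them with a symbol. Gene lengths and the order of neighbouring genes came by symbol from the RefSeq annotation of GRCh38.p14.

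Each script was tested on simulated data with 200 changed genes. The difference tests recovered 99.5% of them for the wild-type rescue against knockout arsenite responses over 15648 genes and 77% for the comparison of the rescues over 16210 genes. False calls made up 6.13% and 3.75% of all calls in these simulations. The highest share of the difference tests was 6.98%, for the arsenite responses of the rescues. Among the single tables at the main setting, recovery was lowest for RIP-seq, at 62% with 7.46% false calls. The highest share of false calls there was 7.56%, for NTF2-deletion rescue with arsenite against knockout. In all these simulations a change of 1 fixed size was added to the shrunk scale and not itself shrunk, so real changes may be recovered less often. For the comparison of the rescues, errors were drawn as independent, although both tables share the knockout libraries. Its measured statistic had a robust spread of 0.574, so 77% and 3.75% do not describe that test. The alternatives were other sets of genes for the adjustment, a minimum change of 1 on the log2 scale, other base mean minimums, fold changes centred on each table's median, statistics divided by their robust spread, other RIP lists and matching on gene length. Undoing the shrinkage and removing the error shared through the knockout libraries were added after the data were seen. Mean levels of the groups were also solved from the base means of 3 tables that pair 3 groups. Their ratios are free of shrinkage, carry no replicate error and were likewise added after the data were seen. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.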

Results

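G3BP1 is an RNA-binding protein of stress granules, the bodies of RNA and protein that form in the cytoplasm of stressed cells. RNA immunoprecipitation with sequencing (RIP-seq) compared 3 immunoprecipitated (IP) with 3 input libraries from Flp-In T-REx cells, a line derived from human embryonic kidney cells, in which stable FLAG-tagged G3BP1 was induced for 24 h with 1 ug/mL tetracycline. RNA-seq was made in U2OS osteosarcoma cells in 2 experiments, with 2 libraries per group. The first experiment had 6 libraries, of wild-type cells, cells without G3BP1 and its paralog G3BP2, and knockout cells transfected with G3BP1 for 24 h. The second had 12 libraries, of knockout cells, knockout cells transfected with wild-type G3BP1 and knockout cells transfected with G3BP1 lacking its NTF2 domain, each with and without 200 uM sodium arsenite for 2 h. The knockout groups were untransfected. Averaged per library, 12.2 M normalised reads lay in genes in the RIP table, 44.2 to 46.95 M in the first experiment and 11.99 to 17.9 M in the second. The median standard error of a log2 fold change, at base means of at least 100, was 0.15 in the RIP table, 0.09 to 0.10 in the first experiment and 0.09 to 0.14 in the second.

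The targeted genes were compared first. In the authors' deposited table of the first experiment, G3BP1 (ENSG00000145907) was lower in knockout than in wild-type cells, with a log2 fold change of -0.56 (SE 0.05, adjusted p 1.01e-29, base mean 15222). G3BP2 (ENSG00000138757) was at -0.36 in the same authors' deposited table (SE 0.06, adjusted p 1.27e-09). Transcripts of both genes were thus still counted in knockout cells. In knockout against G3BP1 rescue, the authors' deposited table gave -0.69 for G3BP1 (SE 0.04, adjusted p 4.74e-63) and -0.25 for G3BP2. Wild type against rescue stood at -0.15 for G3BP1 (SE 0.04, adjusted p 0.00267) in the authors' deposited table, and G3BP2, at 0.10, was not called (adjusted p 0.144). In the second experiment, G3BP1 was raised by 7.31 with wild-type G3BP1 (SE 0.04) and by 7.75 with the NTF2-deletion form (SE 0.05), both with an adjusted p listed as 0 in the authors' deposited tables. G3BP2 rose by 0.55 and 0.57 in the authors' deposited tables of these rescues. G3BP1 took 2.14% and 2.88% of gene reads in these rescue tables, averaged over rescue and knockout libraries. With arsenite, the authors' deposited tables gave G3BP1 log2 fold changes of -0.24 in knockout cells, 0.37 in wild-type rescue and 0.23 in NTF2-deletion rescue. G3BP2 was not called in any of the 3 arsenite responses in the authors' deposited tables (adjusted p 0.682, 0.148 and 0.491).

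Which RNAs are recovered with FLAG-tagged G3BP1 was asked by RIP-seq. The series holds no control IP without the tagged protein, so enrichment over input cannot tell bound RNA from background of the IP. Of 22856 genes with an adjusted p, 12823 were called, 5639 higher in IP and 7184 higher in input. Dividing the Wald statistics by their robust spread of 3.87 left 2434. The highest fold changes in the authors' deposited table were 3.25 for PRDX4 (ENSG00000123131, SE 0.13, adjusted p 3.60e-146), 2.97 for NAXE (ENSG00000163382) and 2.91 for NDUFB7 (ENSG00000099795). The lowest in the authors' deposited table were -6.27 for KCNQ1OT1 (ENSG00000269821, SE 0.28, adjusted p 1.02e-108), -6.12 for RN7SL1 (ENSG00000276168) and -5.85 for FAM106A (ENSG00000273018). KCNQ1OT1 overlaps KCNQ1 on the other strand, and RN7SL1 and FAM106A have near-identical copies, so their reads are uncertain. G3BP1 itself stood at 0.47 (SE 0.13, adjusted p 0.000444) and G3BP2 at 0.26 (adjusted p 0.0325) in the authors' deposited table, and G3BP2 was no longer called after centring (adjusted p from 0.0238 to 1.00 over the alternatives) nor G3BP1 with statistics divided by their spread (adjusted p 0.839). The ribosomal protein list had a median of 1.22, with 70 of 75 tested genes called higher and 3 lower, and 70 and 3 when adjusted over the list alone. This median lay above 99.1% of matched random lists. All 13 transcripts of the nuclear and mitochondrial list were lower in IP, with a median of -0.53, above 0.32% of random lists; 4 were called lower, and also 4 when adjusted over the list alone. Of 21 tested genes of the arsenite list, 8 were called higher and 6 lower (10 and 6 adjusted over the list alone), and of 6 interferon genes 2 each way (also 2 each way adjusted over the list alone). Longer genes had lower RIP fold changes, with a Spearman correlation across 13861 genes of -0.425 with annotated gene length.

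**Figure D1:**
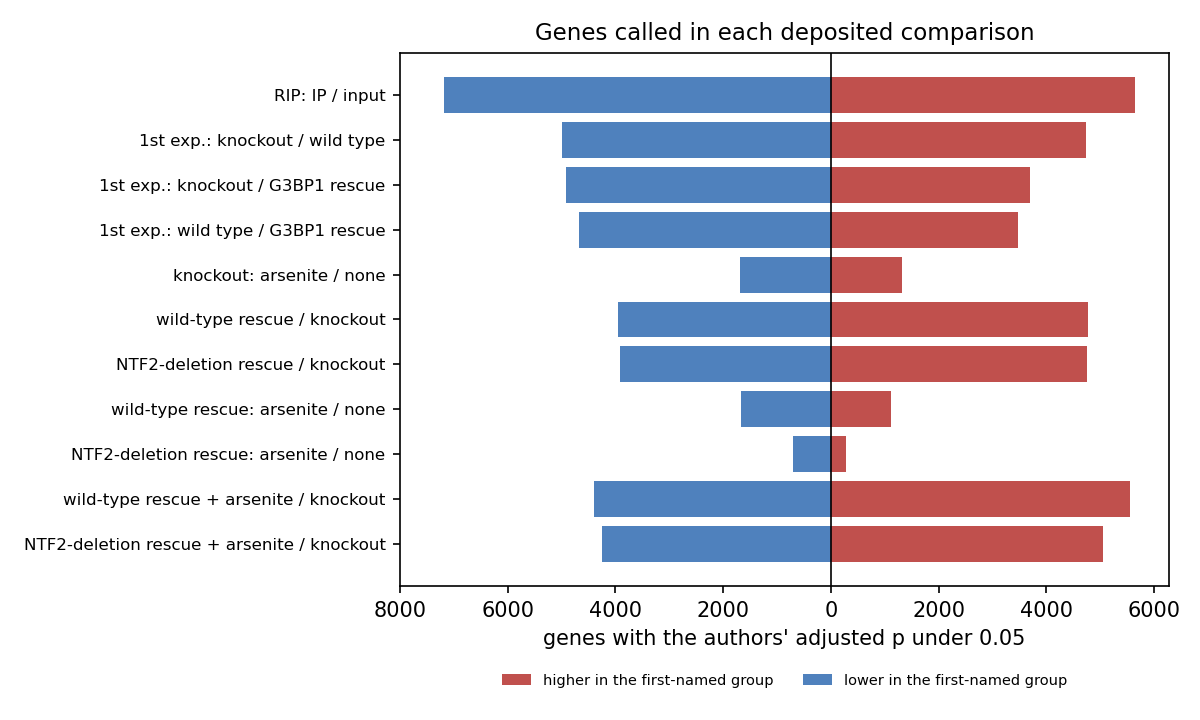
Number of genes with the authors' adjusted p under 0.05 in each of the 11 tables, higher in the group named first (right bars) or lower (left bars). RIP-seq gave the most calls, 5639 and 7184, and arsenite in NTF2-deletion rescue the fewest, 281 and 711.

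Cells without both proteins were compared with wild-type cells in the first experiment. Knockout cells had 4742 genes higher and 4987 lower than wild type, of 25724. These calls need not all follow from the loss of both proteins. A gene's fold change correlated with the mean of its 10 nearest genes at 0.294, above permutations (0.0242). Copy number differences between the cell populations could therefore contribute. This test was chosen after the results were seen. The authors' deposited table put MXRA8 (ENSG00000162576) at 8.38 (SE 0.26, adjusted p 8.30e-222), MAGEA10 (ENSG00000124260) at 7.81 and ANKRD20A19P (ENSG00000196593) at 7.81. At the other end of the authors' deposited table were KRT81 (ENSG00000205426) at -8.86 (SE 0.20, adjusted p listed as 0), NOS1 (ENSG00000089250) at -8.33 and PAGE2 (ENSG00000234068) at -7.07. MAGEA10, KRT81 and PAGE2 belong to families of similar genes and ANKRD20A19P is a pseudogene, so reads could be shared with copies. Against G3BP1 rescue, knockout cells had 3692 genes higher and 4925 lower, of 22945. SULF1 (ENSG00000137573) at 3.98, MAP1LC3C (ENSG00000197769) at 3.69 and the pseudogene RHPN2P1 (ENSG00000258628) at 3.69 were highest in the authors' deposited table, and KRT81 at -8.01, NOS1 at -6.62 and PAGE2 at -5.81 lowest. Wild type had 3465 genes higher and 4674 lower than rescue, of 22861. This authors' deposited table had SLC34A2 (ENSG00000157765) at 2.31, TAF11L14 (ENSG00000250782) at 2.12 and TRIM49B (ENSG00000182053) at 2.10, the last 2 being members of families of near-identical genes. ICAM1 (ENSG00000090339) at -6.52, ENSG00000287530 at -6.32 and MXRA8 at -6.18 were lowest in the authors' deposited table.

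Of the interferon list, 7 of 14 tested genes were called higher in knockout than in wild type and 1 lower (8 and 1 adjusted over the list alone), with a median of 0.90 that lay above 99.99% of random lists. In knockout against rescue 3 were called each way (3 each way adjusted over the list alone), and in wild type against rescue 7 were called lower (8 adjusted over the list alone). The arsenite list had medians of -0.16 in knockout against wild type, -0.44 in knockout against rescue and -0.40 in wild type against rescue, with 6, 0 and 4 genes called higher and 9, 15 and 16 lower (6, 1 and 4 higher and 9, 15 and 16 lower adjusted over the list alone). Ribosomal protein genes had medians of -0.08, -0.35 and -0.33 in these comparisons, with 28, 68 and 67 of 77 called lower and 16, 1 and 1 higher (29, 69 and 69 lower and 16, 1 and 1 higher adjusted over the list alone).

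Whether rescue moved genes back toward wild type was asked in both experiments. In the first, where both comparisons share the knockout libraries, 7906 of 9373 genes called in knockout against wild type (84.3%, 95% CI 83.6 to 85.1) moved back in rescue. Matched random lists gave 73.0%, simulated unchanged groups against the same controls 66.7%, and a rescue equal to knockout 50.1%. Neither simulation chose genes by simulated calls, whereas the 9373 genes were chosen by calls that include error of the shared knockout libraries. Such a choice can raise the share, so 66.7% and 50.1% are not baselines for called genes. Rescue libraries made of a mixture of wild-type and knockout cells or RNA would give a high share too, without an effect of G3BP1. With the second experiment's own knockout and wild-type rescue libraries, 4939 of 8612 genes (57.4%, 95% CI 56.3 to 58.4) moved back, against 54.8% in random lists. The alternative that moved this share most, genes with a change of at least 1, gave 62.1%. Across 8871 genes, which are not independent replicates, wild-type rescue against knockout in the second experiment correlated with knockout against wild type in the first at a Pearson r of -0.165 (Spearman rho -0.156), and with knockout against rescue in the first at -0.622 (rho -0.609). These are among 13 correlations computed across genes. Knockout against wild type and knockout against rescue correlated at 0.661 in the first experiment, where simulated unchanged groups against the shared knockout libraries gave a mean of 0.497.

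In the second experiment, wild-type rescue had 4777 genes higher and 3961 lower than knockout, of 20738, and NTF2-deletion rescue 4764 and 3918, of 20911. Centred on each table's median, the splits turned to 3595 higher and 5175 lower, and to 3575 and 5077. The median log2 fold change of genes with base means of at least 100 was 0.18 and 0.17 in these tables, 0.22 and 0.19 in their arsenite counterparts and 0.12 in the RIP table, and changes are read relative to it. MMP3 (ENSG00000149968) at 10.04 (SE 0.35, adjusted p 6.95e-183), G3BP1 and MYCT1 (ENSG00000120279) at 6.07 were highest in the authors' deposited table of wild-type rescue. LRRC17 (ENSG00000128606) at -6.28 (SE 0.38, adjusted p 4.61e-59), IGSF10 (ENSG00000152580) at -6.22 and LDLRAD4 (ENSG00000168675) at -6.04 were lowest in that authors' deposited table. With NTF2-deletion rescue, the authors' deposited table gave MMP3 9.33, MYCT1 5.88, BMF (ENSG00000104081) -5.96, SLC2A12 (ENSG00000146411) -5.90 and LRRC17 -5.77. No group of mock-transfected cells was used here, so these changes include those of transfection. Of the 8738 genes called in wild-type rescue, 7846 were called with the same sign in NTF2-deletion rescue and 0 with the opposite sign. The fold changes of both rescues correlated across genes at 0.984 (Spearman rho 0.978), where unchanged groups against the same knockout libraries gave at most 0.523.

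A direct test of wild-type against NTF2-deletion rescue called 3 of 16210 genes, each lower with wild-type rescue, and 116 had an unadjusted p under 0.05. Removing the error that both tables share through the knockout libraries, an alternative chosen after the data were seen, called 25, of which 14 were higher and 11 lower. G3BP1 differed by -0.44 (SE 0.06, adjusted p 1.54e-08, difference test with Benjamini-Hochberg adjustment). Its pseudogene G3BP1P1 (ENSG00000235651), which can take reads from G3BP1, differed by -2.75 (SE 0.43, adjusted p 1.16e-06), and the pseudogene RHPN2P1 by -3.55 (SE 0.77, adjusted p 0.0214). RHPN2P1 was not called once the shrinkage was undone. Both pseudogenes lie under the base mean limit for naming and were named after their values were seen. Interferon genes were lower in both rescues, with medians of -1.30 and -0.97 and 9 of 12 and 9 of 13 called lower (10 and 9 adjusted over the list alone). Ribosomal protein genes had medians of 0.54 and 0.64, or 0.37 and 0.48 after centring, with 70 and 74 of 77 called higher and 1 lower in each (73 and 75 higher, 1 lower in each, adjusted over the list alone). The arsenite list was already higher in both rescues without arsenite, with medians of 1.17 and 1.01, 21 and 20 of 24 genes called higher and 1 lower in each (22 and 21 higher, 1 lower in each, adjusted over the list alone).

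Arsenite responses were measured in 3 backgrounds. Arsenite raised 1326 genes and lowered 1685 in knockout cells, of 15497, raised 1116 and lowered 1667 in wild-type rescue, of 13635, and raised 281 and lowered 711 in NTF2-deletion rescue, of 11578. In all 3 backgrounds 195 genes were called higher and 524 lower. The authors' deposited table for knockout cells gave FOSB (ENSG00000125740) at 7.64 (SE 0.17), MT1X (ENSG00000187193) at 6.20 and FOS (ENSG00000170345) at 6.13 as the highest and SNHG3 (ENSG00000242125) at -1.60 (SE 0.13, adjusted p 6.59e-34), SNHG4 (ENSG00000281398) at -1.54 and SPP1 (ENSG00000118785) at -1.22 as the lowest. In wild-type rescue the authors' deposited table had MT1X at 4.92 (SE 0.11), MT1G (ENSG00000125144) at 3.98 and HSPA6 (ENSG00000173110) at 3.80, and at the low end the pseudogene SMPD4P1 (ENSG00000223553) at -1.56, ID1 (ENSG00000125968) at -1.26 and RN7SL1 at -1.23. In NTF2-deletion rescue MT1X stood at 4.44 (SE 0.11), HSPA1B (ENSG00000204388) at 2.85 and HSPA1A (ENSG00000204389) at 2.55 in the authors' deposited table, with SMPD4P1 at -1.34, MROH6 (ENSG00000204839) at -1.04 and ID1 at -1.04 lowest. HSPA1A and HSPA1B are near-identical, metallothionein genes such as MT1X and MT1G are closely similar, and SNHG3 and SNHG4 overlap other genes, so their reads may be split.

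Of the 24 genes of the arsenite list, 21 were called higher and 0 lower in knockout cells, where 1 had a negative fold change that was not called. In wild-type rescue 20 were called higher and 1 lower, and in NTF2-deletion rescue 18 and 1 (22 and 0, 21 and 1, and 19 and 1 adjusted over the list alone). The medians were 3.12, 1.04 and 0.85, each above all 10000 random lists. Interferon genes had medians of 0.01, 0.00 and -0.03 under arsenite, with 2, 1 and 0 called lower and 0 higher (2, 0 and 0 lower adjusted over the list alone). Ribosomal protein genes had 8, 6 and 1 called lower and 0, 3 and 0 higher (6, 5 and 1 lower and 0, 1 and 0 higher adjusted over the list alone). Against untreated knockout cells, arsenite-treated wild-type rescue had 5560 genes higher and 4397 lower, or 4043 and 6040 after centring, and arsenite-treated NTF2-deletion rescue 5057 and 4252, or 3801 and 5567. The arsenite list had medians of 2.99 and 2.67 there, with 23 genes called higher and 1 lower in each, and the same counts adjusted over the list alone.

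**Figure D2:**
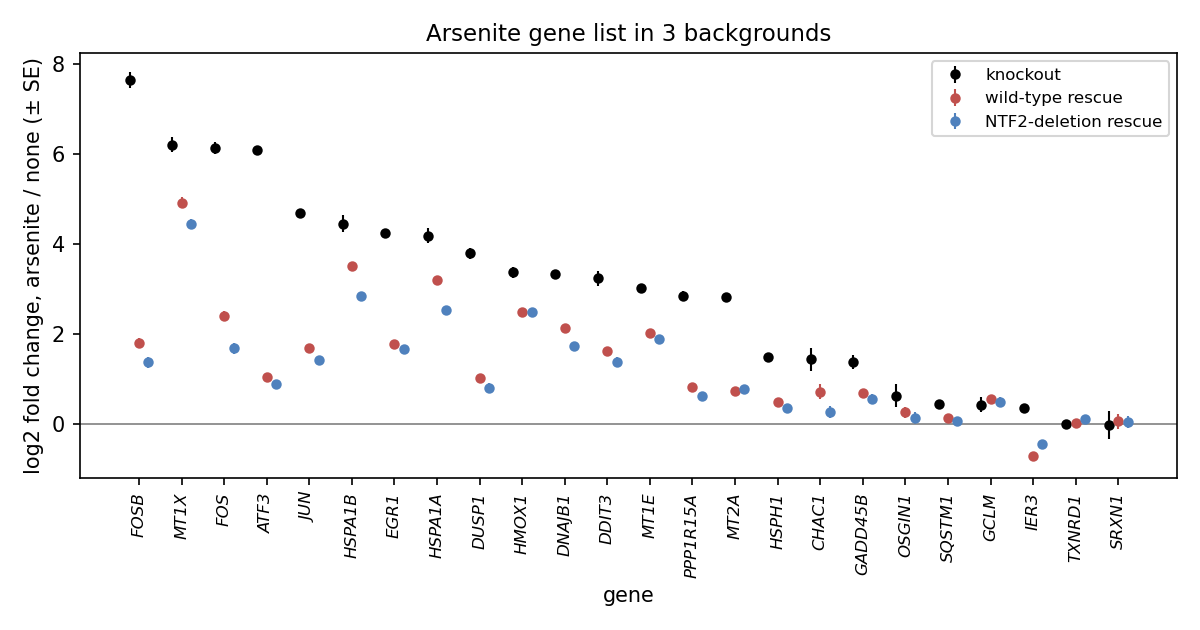
Deposited log2 fold change with arsenite (points, vertical bars ± the authors' SE) of the 24 genes of the arsenite list in knockout, wild-type rescue and NTF2-deletion rescue cells. The medians were 3.12, 1.04 and 0.85, and the fold changes of the 3 backgrounds were shrunk to different degrees.

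The arsenite responses of the backgrounds were then tested against each other. Wild-type rescue and knockout differed in 705 of 15648 genes, 285 with a larger and 420 with a smaller fold change in rescue. Larger and smaller refer to the signed log2 fold change, so a weaker fall counts as larger. A minimum difference of 1 moved this count most, to 139. NTF2-deletion rescue and knockout differed in 1099 of 15442 genes, 624 larger and 475 smaller. The 2 rescues differed in 52 of 15865 genes, 16 larger and 36 smaller in wild-type rescue, and 641 genes (4.04%) had an unadjusted p under 0.05. Of the arsenite list, 19 of 24 genes had smaller responses in wild-type rescue and 20 in NTF2-deletion rescue than in knockout, with 0 larger in either, also without adjustment (20 and 20 smaller adjusted over the list alone), and median differences of -1.03 and -1.60. Between the rescues, 5 genes of the list had larger responses in wild-type rescue and 0 smaller (9 and 1 adjusted over the list alone, 10 and 1 without adjustment), with a median difference of 0.15. Ratios of group means, which are free of shrinkage, gave medians of 3.23, 1.09 and 1.01 for the list in the 3 backgrounds. Between the rescues, the list's median difference fell to 0.07 by these means, with 7 of the 24 genes negative. Part of the 0.15 may thus come from unequal shrinkage. With arsenite present in both, the list's median level over knockout was -0.18 in wild-type rescue and -0.35 in NTF2-deletion rescue by these means, with 13 and 16 of the 24 genes lower than in knockout.

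FOSB had the largest differences from knockout, -5.84 in wild-type rescue (SE 0.21, adjusted p 3.78e-175) and -6.26 in NTF2-deletion rescue (SE 0.21, adjusted p 1.41e-184) by the difference test. ATF3 (ENSG00000162772) differed by -5.03 and -5.19, and FOS by -3.72 and -4.44. The highest differences from knockout were those of HSPA6 (2.88), FAM172A (ENSG00000113391, 0.85) and BTN3A2 (ENSG00000186470, 0.78) in wild-type rescue. In NTF2-deletion rescue they were those of SPP1 (1.19), HSPA6 (1.09) and CLEC2B (ENSG00000110852, 0.94). SPP1 had a fold change of -1.22 in knockout and -0.03 in NTF2-deletion rescue, so its fall was weaker there. FAM172A, BTN3A2 and CLEC2B were negative in knockout (-0.51, -0.47 and -0.67) and positive in the rescue named (0.34, 0.31 and 0.27). FAM172A, with an adjusted p of 0.0484, was not called after centring, nor was it with statistics divided by their spread, where BTN3A2, CLEC2B and the NTF2-deletion difference of HSPA6 also fell short. HSPA6 had 0 and 4 reads in the untreated knockout libraries and 2500 in total in those with arsenite, and the ratio of its recovered reads was larger in knockout (9.07) than in wild-type rescue (5.01) or NTF2-deletion rescue (4.25), where the deposited fold change was smallest in knockout. Between the rescues, MT1G (2.35, SE 0.18), HSPA6 (1.79) and EGR2 (ENSG00000122877, 0.92) rose more in wild-type rescue, and RN7SL1 (-1.44, SE 0.07), RN7SL3 (ENSG00000278771, -1.03) and SPP1 (-0.69) were lower there. By group means free of shrinkage these differences were 0.23 for MT1G, 0.77 for HSPA6 and 0.44 for EGR2, and -1.47 for RN7SL1, -1.15 for RN7SL3 and -0.74 for SPP1. RN7SL1 and RN7SL3 have near-identical copies and are uncertain.

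The G3BP1 rescue effect was compared between the experiments, with the first experiment's fold changes turned to rescue over knockout. Of 8085 genes called in the first, 6645 (82.2%, 95% CI 81.3 to 83.0) had the same sign in the second. The sizes differed in 6101 of 16369 genes, 3319 higher and 2782 lower in the second experiment, or 2335 and 3501 after centring. Dividing the statistics by their spread left 1014. G3BP1 differed by 6.62 (SE 0.06), MMP3 by 5.19 (SE 0.45, adjusted p 1.43e-29) and ESM1 (ENSG00000164283) by 3.84. LDLRAD4 differed by -4.76 (SE 0.19, adjusted p 4.28e-135), SLC2A12 by -4.66 and IGFBP5 (ENSG00000115461) by -4.60.

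RIP-enriched genes were followed in the U2OS tables, although RIP-seq was made in another cell line. The 2868 enriched genes expressed in both tables had a median of -0.0418 in knockout against wild type, where random lists matched on base mean ran from -0.0244 to 0.0069. Of the lists tried, the 500 genes with the highest RIP fold change gave the lowest median, -0.0770. In wild-type rescue against knockout the median of 2705 genes was 0.232 (random lists 0.0662 to 0.124), and 0.0562 after centring (random lists -0.109 to -0.0520). For the 500 genes with the highest RIP fold change it was 0.127, within their random lists (0.00412 to 0.148). Under arsenite in knockout cells the median of 2707 genes was -0.120 (random lists -0.0151 to 0.0066). Lists matched also on gene length ran from -0.0444 to -0.0238 for the last comparison, where the median of the 2648 genes with a length was -0.122. For the other comparisons only lists matched on base mean are given here, so an effect of gene length stays open there. Across 8871 genes, RIP fold changes had a Pearson r of only -0.010 with knockout against wild type. With knockout against rescue in the first experiment it was -0.294. It was 0.146 with wild-type rescue against knockout and -0.247 with arsenite in knockout cells.

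**Figure D3:**
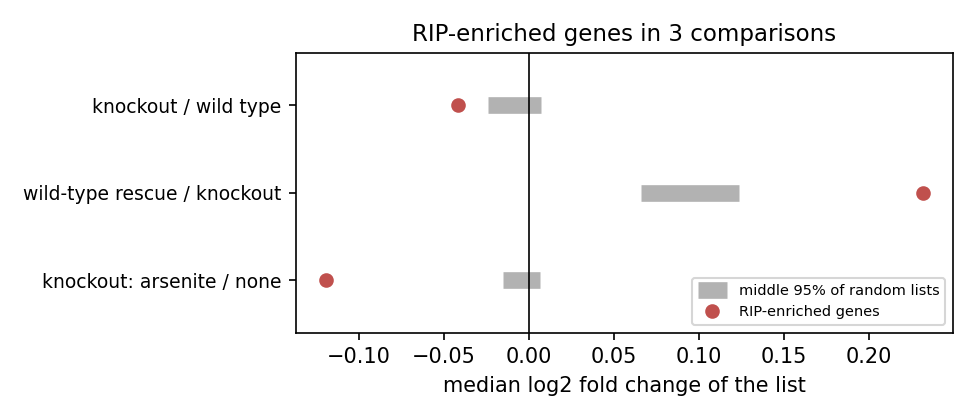
Median log2 fold change of RIP-enriched genes (points) and the middle 95% of 10000 random lists matched on base mean (bars) in 3 comparisons. The points lie at -0.0418, 0.232 and -0.120, outside the bars in each comparison.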

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

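The tests of shrinkage and of library scaling, and those of HSPA6, MT1G, G3BP1P1 and unmapped reads, were chosen only after the result was seen.

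Arsenite responses differed between rescued and knockout cells by a test of the difference, in 705 genes for wild-type and 1099 for NTF2-deletion rescue. FOSB (-5.84 and -6.26), ATF3 (-5.03 and -5.19) and FOS (-3.72 and -4.44) rose less in the rescues. Signed fold changes of HSPA6 (2.88), FAM172A (0.85) and BTN3A2 (0.78) stood higher in wild-type rescue, and those of SPP1 (1.19), HSPA6 (1.09) and CLEC2B (0.94) in NTF2-deletion rescue. Unequal shrinkage as the whole cause is argued against, since 92.8% and 75.1% of the called genes stayed called with the same sign once it was undone, and 704 of 705 and 1097 of 1099 had the same sign in group means free of shrinkage. Centring kept 91.6% and 93.5% of the calls but moved these tables by little, so it says little about library scaling. Scaling as the whole cause is argued against by the rarer direction, which held 40.4% and 43.2% of the called genes, where one scale for all genes would move them one way. For called genes with base means of at most 300, a signed error from few reads is argued against by recovered reads. These gave the deposited sign in 100% of 64 and 100% of 128 such genes. The check leaves out genes with few reads in a group but larger base means. HSPA6 is among those left out, with base means of 594 in the knockout and 457 in the wild-type rescue arsenite table. HSPA6 is an exception. Its recovered reads gave a difference of -4.06 between wild-type rescue and knockout, opposite to the deposited one, with 4 reads in total in untreated knockout cells, so its higher response in rescue may come from shrinkage. A candidate explanation for the smaller responses is that arsenite genes were already raised in rescued cells. The 118 genes raised by at least 1 in knockout had medians of 0.797 and 0.714 in the rescues without arsenite, where matched random lists ran from 0.00785 to 0.287 and from -0.00456 to 0.273, and simulated unchanged groups on the shared knockout libraries gave 0.0155 and 0.0165. It covers only part of the pattern. By group means, 13 and 16 of the 24 genes of the arsenite list were also lower in rescue than in knockout with arsenite in both, among them FOSB (-3.50 and -4.11), ATF3 (-3.31 and -3.91), FOS (-2.81 and -3.37), DUSP1 (-1.46 and -1.88) and JUN (-0.80 and -1.22), as was EGR2 outside the list (-4.47 and -4.95). Whether transfection or G3BP1 raised these genes stays open, without mock-transfected cells. A difference in arsenite exposure or time between cultures also stays open.

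Between the rescues, 52 genes differed in their arsenite response by a test of the difference, with MT1G (2.35), HSPA6 (1.79) and EGR2 (0.92) higher and RN7SL1 (-1.44), RN7SL3 (-1.03) and SPP1 (-0.69) lower in wild-type rescue. Undoing the shrinkage by formula kept 26 of the 52, which left the matter undecided, and group means were then used instead. In them the median called gene kept 0.986 of its deposited difference, which argues against unequal shrinkage as the cause for most of the 52. In 4 genes less than 0.5 of the difference was left, among them all 3 named as higher, with 0.23 for MT1G, 0.77 for HSPA6 and 0.44 for EGR2. The difference of MT1G, and part of those of HSPA6 and EGR2, may be due to shrinkage. Centring kept 100% of the calls, but the medians of these tables, 0.01 in each, leave little for it to move. The rarer direction held 30.8% of the called genes, which argues against scaling as the whole cause. Size factors differed by a factor of 2.02 within the wild-type rescue table and 1.10 within the other, and an effect of depth on single genes was not tested. Near-identical copies of RN7SL1 and RN7SL3 stay open. The missing NTF2 domain and the higher G3BP1 level of the NTF2-deletion form remain untested as biological explanations.

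Without arsenite, 3 genes differed between the rescues, G3BP1 (-0.44), G3BP1P1 (-2.75) and RHPN2P1 (-3.55). RHPN2P1 was not called once the shrinkage was undone. The test counts the error of the shared knockout libraries in both tables, so it can miss genes. Removing that error, a choice made after the data were seen, called further genes. Among them were HMOX1 of the arsenite list (0.88) and NEAT1 (0.38), both higher in wild-type rescue and named after their values were seen. Reads shared between G3BP1 and its pseudogene were tested by their differences, which lay -5.34 standard errors apart (-2.32 on the log2 scale). This does not tell whether G3BP1P1 reads come from the transgene, since the 2 constructs could share different stretches with the pseudogene. The similarity of the rescues, at a correlation of 0.984, is not explained by their shared knockout libraries alone, where unchanged groups gave at most 0.523. Transfection itself, or the age of the knockout culture, cannot be told apart from G3BP1. Knockout over rescue in the first experiment, whose rescue was also transfected, correlated at -0.622 with wild-type rescue over knockout in the second, so these rescues moved genes in the same direction on the whole, and no mock-transfected libraries were used. A role of G3BP1 that needs no NTF2 domain stays open and untested.

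The G3BP1 rescue effect differed between the experiments in 6101 genes by a test of the difference, among them G3BP1 (6.62), MMP3 (5.19), ESM1 (3.84), LDLRAD4 (-4.76), SLC2A12 (-4.66) and IGFBP5 (-4.60). Unequal shrinkage and library scaling as the whole cause are argued against, with 99.3% and 83.9% of calls kept once each was undone. By design the rescued cells were knockout cells in both experiments. Copy number differences could thus contribute only if rescue and knockout libraries of an experiment held different cell populations. A gene's difference correlated with that of its 10 nearest genes at 0.136, above permutations (0.0255) and above arsenite in knockout cells (0.0640). The value is small, and arsenite in NTF2-deletion rescue, where no such cause applies, reached 0.110. The level of the G3BP1 transgene cannot be told apart from the experiment itself, as no libraries had the same level in both. The total G3BP1 fold change over knockout, which includes the transcripts still counted in knockout cells, differed by 6.62, and the transgene alone was not measured. Batch and culture differ with the experiment too.

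Counting summaries, outside the genes compared, also moved. Ambiguous reads were higher in IP than in input by 0.77 in the authors' deposited table. A larger share of reads in genes is argued against as the whole cause, since summed gene reads rose by 0.321. Overlap of the genes enriched in IP was not tested, and no biological explanation was tested. Unmapped reads were higher than in knockout cells by 0.77 in wild-type and 0.83 in NTF2-deletion rescue, and by 0.62 and 0.70 with arsenite, in the authors' deposited tables. Reads of the transfected plasmid could be the cause. In knockout cells arsenite alone gave -0.0947 in the authors' deposited table, which leaves this open, since only the reads could decide. Untransfected knockout and wild-type cells also differed, by -0.63 in the authors' deposited table, so plasmid is not needed for such a difference.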

How the results depend on the processing

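Undoing the shrinkage and removing the shared knockout error were chosen only after the result was seen. Over the counts, list medians and shares that answer a comparison, 68 alternatives left the value within its limits and 39 moved it. Which direction held more genes was less stable. Centring switched it in 6 of 16 counts, namely both rescues against knockout with and without arsenite, the difference between the experiments, and knockout against rescue in the first experiment (3692 higher and 4925 lower, or 4350 and 4309). A minimum log2 fold change of 1 switched it in 8 of 11 counts, a minimum difference of 1 in 3 of 5 and removing the shared knockout error in 1 of 1. For NTF2-deletion rescue against knockout under arsenite, 624 larger and 475 smaller signed fold changes became 7 and 158 at a minimum difference of 1. The other alternatives switched none of these counts. No paired analysis was possible because the recovered reads carry no replicate numbers and were searched for only part of the genes.

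A minimum log2 fold change of 1 left 3205 genes in knockout against wild type, 1249 against rescue and 867 in wild type against rescue. It left 269, 34 and 19 under arsenite in knockout, wild-type rescue and NTF2-deletion rescue, 3541 and 3506 in the rescues without arsenite, and 4371 and 3953 with it. The loss follows from the construction, and stronger shrinkage in the arsenite tables of the rescues lowers their counts further. A minimum difference of 1 left 139 and 165 genes for the rescues against knockout under arsenite, 5 between the rescues and 1938 between the experiments.

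Dividing the statistics by their robust spread left 2434 genes in RIP, 3417, 2483 and 2182 in the first experiment, 1164, 881 and 527 under arsenite, 2302 and 2310 in the rescues, 2765 and 2620 in the rescues with arsenite, 581 for NTF2-deletion rescue against knockout under arsenite and 1014 between the experiments. This follows from its construction, which treats the bulk of genes as unchanged, a strict limit where most genes move.

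Undoing the shrinkage by formula left 27 genes between the rescues under arsenite, and the cause was not tested. It also left HSPA6, against knockout, with the deposited sign that the recovered reads reverse, so it is no remedy for genes with almost no reads in a group. Removing the shared knockout error raised the 3 genes between the rescues to 25, with all 3 kept, as its construction gives smaller errors. DDIT4, RARRES2 and SH2D3C, named after their values were seen, were among the additions.

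The RIP-enriched median in knockout against wild type was -0.0204 with any positive RIP fold change and -0.0770 with the top 500 genes. In wild-type rescue it was 0.127 with the top 500, above 91.4% of their random lists and so within them, 0.318 at base means of at least 100 and 0.0562 after centring, the last by construction. Under arsenite it was -0.0968 with any positive RIP fold change and -0.157 with the top 500. For the others the cause was not tested. The share of genes moving back was 62.1% with independent and 95.6% with shared libraries at a change of at least 1, and 82.6% with shared libraries at base means of at least 100, and the cause was not tested.

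For 101 named gene results, 496 of 535 checks left the call as it was, 38 lost it and 1 gained it (G3BP2 in wild type against rescue, 0.14 after centring). Centring also moved 3 ribosomal protein medians, to 0.37, 0.33 and 0.43. Leaving out replicates, a replicate block, other normalisations and tests on counts were not run for the same reasons. The 10 splits of the 6 RIP libraries were not run, as no reads were recovered from the RIP table.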

Other observations

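The tests of a mislabelled library, of copy number and of genes outside the range of the other groups in the first experiment's rescue were chosen only after the result was seen.

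RIP fold changes fell with gene length, at a Spearman correlation of -0.425 across 13861 genes and -0.511 at base means of at least 100. From the shortest to the longest of 4 equal groups, genes with median lengths of 5.19, 19.0, 46.0 and 139 kb had median log2 fold changes of 0.78, 0.36, -0.21 and -0.98. Unspliced nuclear RNA in the input, or loss of long RNA during IP, may give such a trend, and so may binding by G3BP1. The test does not separate them. A length was found for 93.8% of genes.

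Libraries of a group differed by more than sampling of reads, with the mean squared standardised difference reaching 2.04 and never under 1.47 in 9 groups, where sampling alone gives about 1. This argues against technical duplicates of the same library. It does not tell cultures from library preparations, and no biological explanation was tested.

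The rescue libraries of the first experiment lay between knockout and wild type in genes at least 8-fold apart between these, but not in every gene. Among those genes, the wild-type fraction of the rescue mean had a median of 0.461 in 143 genes higher in wild type and 0.583 in 218 genes higher in knockout, a gap of -0.122 with interquartile ranges of 0.215 and 0.2996. A mixture of wild-type and knockout cells or RNA may give this, but only narrowly within the limits set for the test, a gap of 0.15 and a range of 0.3. The computation was redone with tables put on one scale after a result without it, a gap of -0.0507, had been seen. A mixture alone is argued against by genes outside the range of both groups. Of 77 ribosomal protein genes, 62 were called higher in rescue than in knockout and than in wild type (58 after centring). So were 12 of 24 genes of the arsenite list (10 after centring). Of all genes, 2079 were called higher than in both groups and 945 lower, or 1645 and 1220 after centring. These comparisons share the rescue libraries, and counts for unchanged groups were not simulated, so how many of these calls come from that sharing is not known. A mixture together with other effects of the rescue stays open. It would also move genes back toward wild type, so the share of 84.3% given for this rescue does not by itself show an effect of G3BP1. A single mislabelled library is argued against, since the rescue libraries had medians of 0.533 and 0.563 over 439 genes. Neighbouring genes correlated at 0.259 in knockout against rescue and 0.294 in knockout against wild type. In wild-type rescue against knockout of the second experiment they correlated at 0.0802. By design the rescued cells were knockout cells, so copy number could contribute only if the rescue libraries held cells unlike those of the knockout libraries. A mixture with wild-type cells is among such cases. Partial rescue by G3BP1 and the fraction of cells transfected stay open and untested. KRT81 and NOS1, which returned strongly in this rescue, were not called in wild-type rescue of the second experiment. Their fold changes in that authors' deposited table were -0.33 (base mean 0.775) and 0.78 (base mean 4.64). MXRA8 (-0.92) and MMP3 (10.04) did move in the direction of wild type there. Single genes, 2 of them with few reads, do not decide the question.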
